A study of Arabidopsis thaliana with 9 samples. Its data were reported in "A critical role of a eubiotic microbiota in gating proper immunocompetence in Arabidopsis" (2023).

How the data were processed

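Leaf RNA of 26-day-old Arabidopsis thaliana plants of the accession Col-0 was sequenced in 9 libraries. The plants were grown under long days in GnotoPots, a gnotobiotic system of sterilised peat in which a plant meets only the microorganisms that are added to it. Per the labels, 3 libraries came from plants given SynCom-Col-0, 3 from plants given SynCom-mfec and 3 from axenic plants, which received no bacteria. A SynCom is a synthetic community of cultured bacterial strains. SynCom-Col-0 was assembled from the leaf interior of healthy Col-0 plants and SynCom-mfec from leaves of the min7 fls2 efr cerk1 quadruple mutant, whose leaf bacterial community is disturbed. Each library was made from pooled leaves of a single plant. The labels place the plants of a replicate set in the same microbox, a closed growth container, so a difference between containers cannot be separated from a difference between treatments where a treatment had its own container.

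Stranded mRNA libraries were made from total RNA with a TruSeq kit and sequenced as short paired-end reads. The authors checked the reads with FastQC, trimmed them with Trimmomatic, mapped them with STAR and counted them per gene with Rsubread. The deposited values are raw read counts per gene, in whole numbers and without normalisation, for 33610 gene IDs. The counts of the 6 SynCom libraries came in one table and those of the 3 axenic libraries in another, with the same gene IDs in the same order. The study describes preparation and pooled sequencing at a single facility for its SynCom experiments but does not name the axenic libraries there. Whether these were prepared and sequenced together with the others is not given in the sources used here, so the design does not separate a batch difference between the axenic and the SynCom libraries from the treatment. The genome build, the annotation, and the handling of strand and of reads with several matches are likewise not given in the sources used here. The paired copies of the chloroplast 16S and 23S rRNA genes, which lie in a repeated region, differed in count by at most 0.00472% and 0.00621% in any library, as they would if a read matching both copies was counted at both. The paired 18S rRNA genes differed by up to 4.06%, so this is less clear for them. Counts of genes with near-identical copies are therefore uncertain, and so are those of overlapping and antisense genes. Gene names were taken from the reference annotation TAIR10.1 by locus ID, for 28932 of the 33610 IDs. No coordinates were taken from it, because the build behind the counts is not stated.

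The total count per library was 39820702 to 64009097. At these totals a floor of 3 counts corresponded to 0.0419 to 0.0815 CPM (counts scaled to a common library total) in a single library. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules. CPM values use TMM-scaled library sizes over all 9 libraries, with TMM factors between 0.924 and 1.12. Means are given ± SD over the 3 libraries of a group. No pair of libraries of one group was near sampling noise: a chi-square statistic per gene was at least 37.7 for every such pair, so all libraries were kept as separate replicates.

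Comparisons were made in pairs of groups, each in a fit of its own 6 libraries with group as the only term: SynCom-Col-0 against axenic, SynCom-mfec against axenic, and SynCom-mfec against SynCom-Col-0. Genes were filtered with filterByExpr at a minimum count of 10 and tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, R 4.3.3). A gene was called at a Benjamini-Hochberg false discovery rate (FDR) under 0.05 with an absolute log2 fold change above 1, the thresholds of the study. The study used the Wald test of DESeq2, which was run here as an alternative (version 1.42.0). The standard error of an edgeR log2 fold change was derived from its test statistic. Where every library of a group had 0 counts, the fold was computed against 3 counts over that group and is a lower bound. Where a group had 1 to 3 counts, the ratio is given with a 95% counting interval.

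Gene lists were tested with camera in limma 3.58.1 on voom log2 CPM, two-sided, with a preset inter-gene correlation of 0.01. The first list held 15 genes that the study's text names as lower in axenic than in colonised plants of another experiment, with soil communities in a different peat system, so it was not chosen on these libraries. A further 12 lists covered components of pattern-triggered immunity (PTI), tryptophan-derived defence metabolism, aliphatic glucosinolate biosynthesis, salicylic acid and systemic resistance, jasmonate response, the circadian clock, phosphate starvation, nitrate response, senescence, abscisic acid and dehydration, photosynthesis, and flowering. Their 36 tests were adjusted together. They were written from general knowledge of the pathways, and some share members: CYP71A12, CYP71B15 and FOX1 are in the 15-gene list and in the tryptophan list, and PR2 is in the 15-gene list and in the salicylic acid list. The rotation test fry and camera with an estimated correlation were run as alternatives. The markers FRK1, CYP71A12 and PR1, which the study measured by RT-qPCR in plates, were adjusted over the list alone and over all genes, with PP2AA3 as the reference gene.

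The groups, comparisons, tests, thresholds, gene lists and most alternatives were fixed before the data were examined. So was the rule for the genes named: the markers, members of the lists, and for each comparison the 4 called genes with the largest absolute log2 fold change in each direction among those with a mean of at least 5 CPM over the 6 libraries and no overlap between the groups. Genes named outside this rule were chosen after their values were seen, and this is said where they appear. The alternatives fixed at that point were DESeq2, limma-voom, RLE scaling, library size only, no filter and a stricter filter with a minimum count of 50, a single fit of all 9 libraries, the replicate number as a block, organelle genes left out, other thresholds, and leaving out each library in turn. The alternatives added after the data were seen were removal of the 18S rRNA genes, removal of GC content and length trends, thinning of all libraries to the smallest total, the likelihood ratio test of edgeR, voom with sample quality weights, and the replicate block for the pathway lists. GC content and exonic length were known for 97.5% to 97.6% of the genes tested.

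The labels number the replicates 1 to 3 in every group. Whether the numbers pair the libraries was checked through the correlation, across genes, of the deviations of same-numbered libraries from their group means. Between SynCom-Col-0 and SynCom-mfec these correlations were 0.339, 0.241 and 0.143, so the numbers were taken to pair these groups, from the values alone and with no statement in the labels on what a number shares. With the replicate block, 3 genes were called between the SynComs. With the axenic libraries the correlations of same-numbered SynCom libraries ran from -0.322 to 0.0333, so the numbers were not taken to pair either group with them. A correlation of a similar size, with a negative sign, thus arose without pairing. Correlations of differently numbered libraries are not given here, so the pairing of the SynComs is uncertain.

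The fits were tested on simulated counts with 200 changed genes drawn from the means, dispersions and library sizes of each comparison. The changes were log2 fold changes of 2 or 3 in either direction, and both groups shared the dispersion of a gene. Smaller changes and groups of unequal spread were not part of these runs. The shares recovered are therefore not the power of the real comparisons. For SynCom-mfec against SynCom-Col-0, with 19627 genes, edgeR recovered 85.5% of the changed genes with 3 false calls, DESeq2 91.5% with 44 and limma-voom 83.5% with 4. For SynCom-Col-0 against axenic, with 19377 genes, the shares were 95.0%, 94.5% and 95.0%, with 10, 19 and 9 false calls. For SynCom-mfec against axenic, with 19742 genes, they were 83.0%, 88.5% and 82.0%, with 3, 34 and 2. Of 100 lists of unchanged genes, camera put 2 to 4 and fry 5 to 8 under a p of 0.05. The simulated genes varied independently, so these shares may be too low for lists of genes that move together. No enrichment of functional terms was run, because no term annotation was used here. Figures were drawn with matplotlib 3.10.9.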

Results

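The transcriptomes of leaves from 9 plants of Arabidopsis Col-0 were compared, 3 for each of SynCom-Col-0, SynCom-mfec and the axenic condition. The total count per library was 39820702 to 53897702 with SynCom-Col-0, 44285976 to 64009097 with SynCom-mfec and 41346534 to 61261458 without bacteria. At least 10 counts were recorded for 18836 to 20140 genes per library. The 18S rRNA genes took 13.5 ± 0.593% of the counts with SynCom-Col-0, 5.95 ± 2.89% with SynCom-mfec and 8.22 ± 2.23% in axenic plants (SD, n = 3), and all 3 SynCom-Col-0 libraries lay above the other 6. With library size alone, the median log2 fold change of all genes was 0.22 for SynCom-mfec against SynCom-Col-0 and 0.15 for SynCom-mfec against axenic, against 0.01 and -0.00 with TMM, so changes are reported under TMM.

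Replicates of SynCom-mfec varied most. The biological coefficient of variation, which edgeR estimates over 19958 genes, was 0.320 within SynCom-mfec, 0.181 within SynCom-Col-0 and 0.150 within the axenic group. The mean Pearson correlation of log2 CPM between libraries of a group, taken across genes that are not independent replicates, was 0.960, 0.980 and 0.985 in the same order. Leaving out each library in turn gave a coefficient of 0.278 to 0.387 for SynCom-mfec, 0.164 to 0.198 for SynCom-Col-0 and 0.106 to 0.175 for the axenic group, so the order of SynCom-mfec above the others held. In a principal component analysis, PC1 held 47.4% and PC2 25.6% of the variance. The axenic libraries lay between -80.0 and -56.0 on PC1 and the SynCom-Col-0 libraries between -5.02 and 9.81. SynCom-mfec replicates 1 and 3 lay at 78.3 and 90.5 on PC1, while replicate 2 lay at 29.3. On PC2 this replicate, at -35.9, lay among the SynCom-Col-0 libraries, which ran from -56.1 to -32.2.

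**Figure D1:**
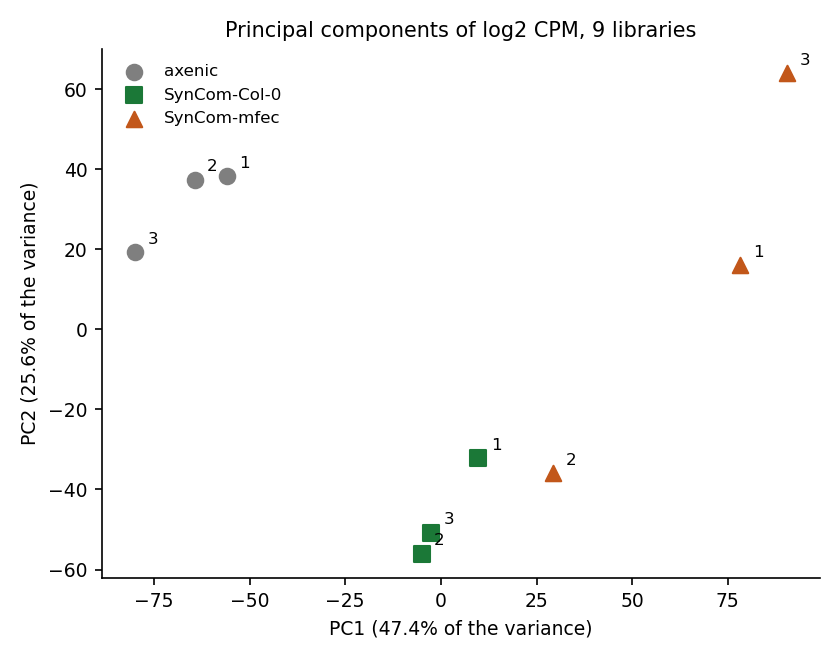
First and second principal components of log2 CPM for the 9 libraries, 3 per group, with the replicate number beside each point and the share of variance on each axis. The groups separate on PC1, and SynCom-mfec replicate 2, at 29.3, lies between the SynCom-Col-0 libraries and the other SynCom-mfec libraries.

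The first question was whether marker genes of immunity follow the order axenic, SynCom-Col-0, SynCom-mfec. FRK1 (AT2G19190), a receptor-like kinase gene induced in pattern-triggered immunity, had 0 counts in the axenic libraries, 3.46 ± 2.88 CPM with SynCom-Col-0 and 12.2 ± 5.97 CPM with SynCom-mfec (SD, n = 3). CYP71A12 (AT2G30750), a cytochrome P450 gene of camalexin and indole metabolism, had 0.0513 ± 0.0326, 4.29 ± 0.952 and 32.9 ± 9.95 CPM. PR1 (AT2G14610), a marker of salicylic acid signalling, had 0 counts in the axenic libraries, 0.695 ± 0.910 CPM with SynCom-Col-0 and 72.8 ± 66.9 CPM with SynCom-mfec. Against 3 counts over the axenic group, FRK1 was at least 174-fold higher with SynCom-Col-0 and at least 652-fold higher with SynCom-mfec, and PR1 at least 40.4-fold and at least 3968-fold higher. Single libraries carry some of these bounds. SynCom-Col-0 replicate 2 held 90 of the 103 PR1 counts of its group, and without it the bound was 8.50-fold. The bound was 98.7-fold for FRK1 without SynCom-Col-0 replicate 1, and 2364-fold for PR1 without SynCom-mfec replicate 3. The floor rises as the axenic depth falls, so each bound was 1.64 times lower without axenic replicate 2 and 1.53 times lower without axenic replicate 3. CYP71A12 shares a near-identical neighbour, CYP71A13, with which reads could be exchanged. Over the axenic libraries CYP71A13 had 398 counts and CYP71A12 had 8, which argues against many reads of CYP71A13 being counted at CYP71A12 there. For each of these genes, all 3 SynCom-mfec libraries lay above all 3 SynCom-Col-0 libraries. The reference gene PP2AA3 (AT1G13320) had 45.7 ± 1.55, 47.3 ± 1.07 and 46.9 ± 3.92 CPM, and its log2 fold change of -0.03 between the SynComs became 0.18 with library size only, close to the shift of all genes.

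Between the SynComs, the log2 fold change was 1.80 ± 0.632 (SE) for FRK1, 2.92 ± 0.289 for CYP71A12 and 6.60 ± 1.42 for PR1. Adjusted over the list alone, the edgeR FDR was 0.0252 for FRK1, 6.5e-05 for CYP71A12 and 0.00363 for PR1. Adjusted over all genes tested it was 0.255, 0.0846 and 0.174, so none was called there, although CYP71A12 was with the replicate block (FDR 0.0282). DESeq2 gave adjusted p-values over all genes of 0.0453, 1.4e-18 and 0.000365. Leaving out SynCom-mfec replicate 2 brought the edgeR FDR over all genes to 0.0101 for CYP71A12 and 0.0233 for PR1. Against axenic, FRK1 (FDR 0.0101) and CYP71A12 (FDR 0.000227) were called with SynCom-Col-0, where PR1 had too few counts for the filter of edgeR and an adjusted p of 2.7e-05 by DESeq2. With SynCom-mfec against axenic, FRK1 (FDR 0.00381), CYP71A12 (FDR 0.000719) and PR1 (FDR 0.0342) were called. The call of PR1 was lost without SynCom-mfec replicate 1 (FDR 0.119) and without axenic replicate 1 (0.0758), replicate 2 (0.0942) or replicate 3 (between the values without axenic replicate 2 and SynCom-mfec replicate 1). Adjusted over the list alone, 8 of the 8 tests of the 3 markers were called, and 7 without SynCom-mfec replicate 1 or SynCom-Col-0 replicate 2.

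**Figure D2:**
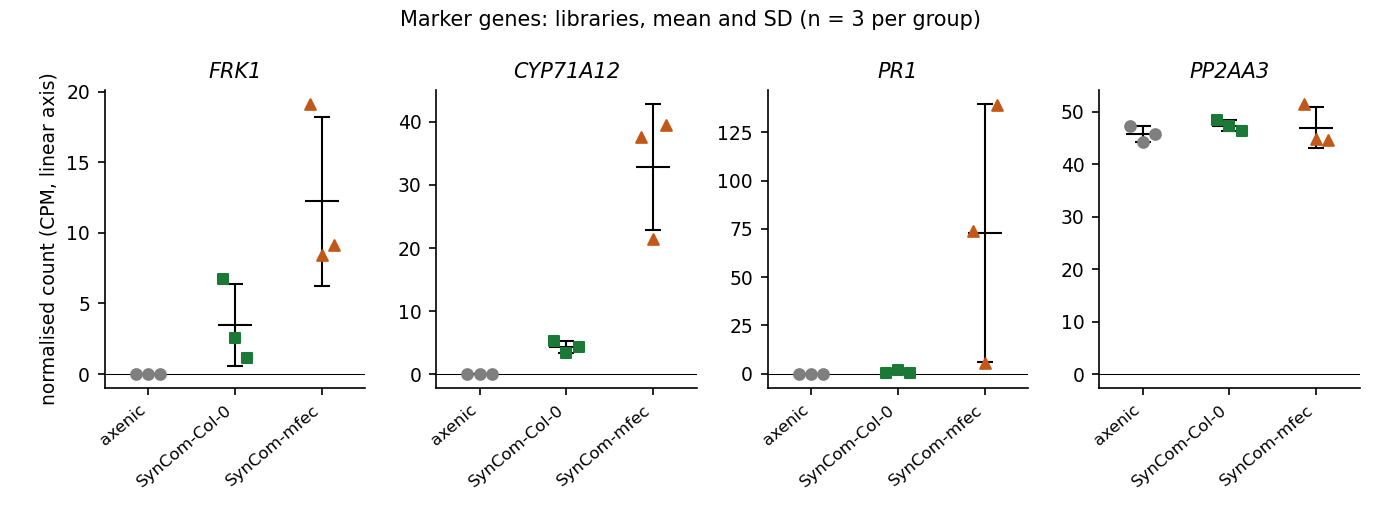
Normalised counts (CPM, linear axes) of the markers FRK1, CYP71A12 and PR1 and the reference gene PP2AA3 by treatment; symbols are libraries, and bars give the mean and SD of 3. FRK1, CYP71A12 and PR1 are lowest in axenic plants and highest with SynCom-mfec, where PR1 has a mean of 72.8 CPM and an SD of 66.9.

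The same order was then examined in the 15 genes that had been lower in axenic plants of another experiment. By group mean, all 15 were lowest in axenic plants, intermediate with SynCom-Col-0 and highest with SynCom-mfec. All 3 axenic libraries lay below all 3 libraries of SynCom-Col-0 for 13 genes and of SynCom-mfec for 15. All 3 SynCom-Col-0 libraries lay below all 3 SynCom-mfec libraries for 11 genes, where chance gives 5% of genes in a given direction. Between the SynComs the median log2 fold change of the list was 1.80, with a range of 0.95 to 3.85, and the camera p was 6.1e-10. For SynCom-Col-0 against axenic, where 14 genes were tested, the median was 4.68 and the p 3.4e-09. For SynCom-mfec against axenic the median was 6.10 and the p 7.4e-14. These medians were the same with FRK1 and AZI3, which had 0 axenic counts, set to their lower bounds. All 3 results held under fry (p 0.00952, 0.000684 and 0.00133) and with an estimated correlation (p 0.0486, 0.0178 and 0.0276). The estimated correlation moved each p most among the alternatives. When the samples of a comparison were regrouped, camera p values under 0.05 also arose for this list in each comparison. The size of the camera p alone is therefore weak evidence.

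Of single genes in this list, edgeR called 12 for SynCom-Col-0 against axenic and 14 for SynCom-mfec against axenic over all genes tested, and 12 and 15 adjusted over the list alone. The 14 fell to 9 without axenic replicate 3, and to 10 without axenic replicate 2 or SynCom-mfec replicate 1. Between the SynComs it called 0 over all genes tested, while 12 genes passed the FDR adjusted over the list alone and 11 of these also the fold threshold. All 15 had an unadjusted p under 0.05 except AZI1 (0.0581) and MYB15 (0.168). DESeq2 called 8 and limma-voom 0 of the 15, and without SynCom-mfec replicate 2 edgeR called 7. AZI3 (AT4G12490) had 12.0 ± 5.98 CPM with SynCom-Col-0 and 72.7 ± 34.7 CPM with SynCom-mfec (SD, n = 3). It lies beside related genes, AZI1 and AT4G12500 among them, so reads could be exchanged within this cluster. MYB15 had 1 count in all axenic libraries together. Its ratio to the axenic group was 148 (95% counting interval 26.6 to 5852) with SynCom-Col-0 and 323 (57.9 to 12753) with SynCom-mfec. PR4 (AT3G04720) was already at 43.9 ± 15.4 CPM in axenic plants, and its difference with SynCom-Col-0 was within the spread of replicates (log2 fold change 0.44 ± 0.257 SE, edgeR FDR 0.278). It was at 153 ± 51.2 CPM with SynCom-mfec.

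**Figure D3:**
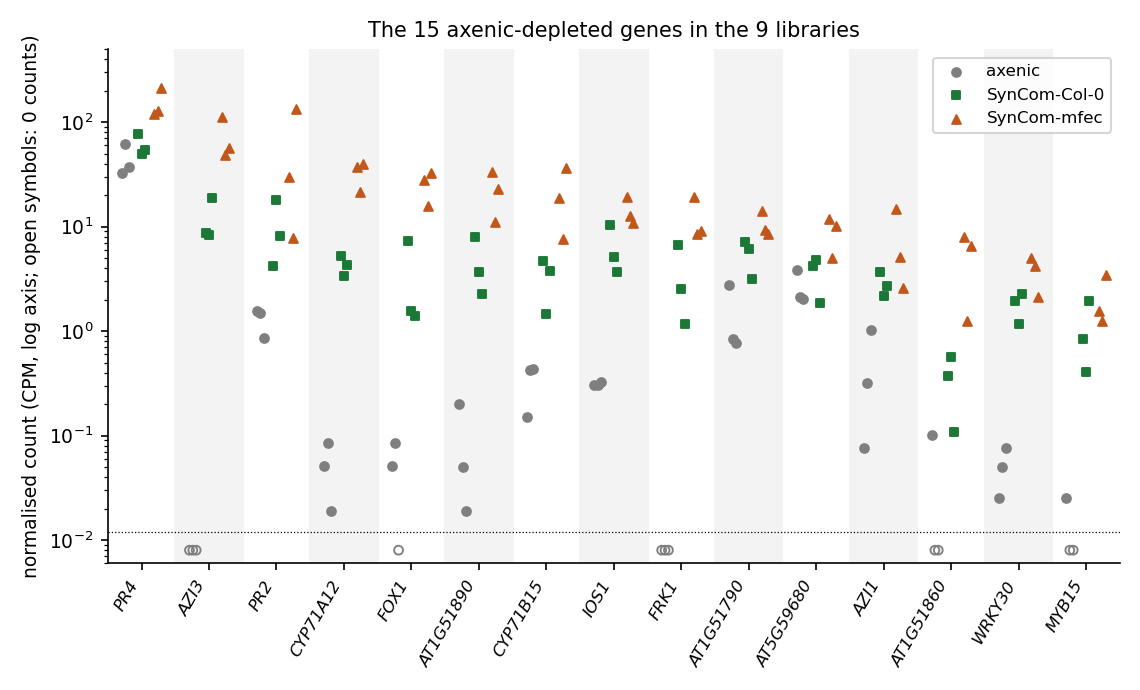
Normalised counts (CPM, log axis) of the 15 axenic-depleted genes in each of the 9 libraries, sorted by the mean with SynCom-mfec; open symbols below the dotted line mark libraries with 0 counts. Axenic and SynCom-mfec libraries do not overlap for 15 of 15 genes, axenic and SynCom-Col-0 libraries for 13, and SynCom-Col-0 and SynCom-mfec libraries for 11.

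SynCom-mfec was next compared with SynCom-Col-0 over all 19627 genes tested. The quasi-likelihood test of edgeR called 0 genes. The smallest FDR was 0.0846, a value that CYP71A12 shared with other genes. At an unadjusted p under 0.05 there were 3399 genes, 1933 of them higher and 1466 lower with SynCom-mfec, where chance alone gives about 981. The libraries of the groups did not overlap for 4801 genes, or 24.5%, where chance gives 10%. Other tools differed. DESeq2 called 636 genes, 529 higher and 107 lower, and limma-voom called 0. Of the 615 genes called by DESeq2 that edgeR also tested, all had an unadjusted edgeR p under 0.05. With the replicate number as a block, edgeR called 3 genes: HRS1 (AT1G13300, log2 fold change 5.58, FDR 0.0282), AT1G14250 (-2.83, FDR 0.0282) and CYP71A12 (2.89, FDR 0.0282). HRS1 is in the nitrate response list, and AT1G14250 was named after its values were seen. One library decided the count: without SynCom-mfec replicate 2, edgeR called 1259 genes, 654 higher and 605 lower, whereas leaving out any other single library gave 0. Of the genes called by DESeq2 on all 6 libraries, 521 were among these 1259.

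SynCom-Col-0 was compared with the axenic condition to see which transcripts respond to a community from healthy leaves. Of 19377 genes, 1290 were called, 615 higher and 675 lower with SynCom-Col-0. At an unadjusted p under 0.05 there were 6240 genes, against about 969 by chance. DESeq2 called 1534 genes, of which 1269 were shared with edgeR, and limma-voom called 1276. The alternative that moved the count most was the FDR threshold alone without a minimum fold change, which gave 3243 genes. Leaving out each library in turn gave 909 to 1339. The genes named by the rule as higher were AZI3 (at least 578-fold over the floor of the axenic group, and at least 351-fold and 377-fold without axenic replicates 2 and 3), AT2G43620 of the chitinase family, EXT4 (AT1G76930, an extensin) and WRKY53 (AT4G23810, a transcription factor). AT2G43620 was at 0.386 ± 0.126 CPM in axenic plants (log2 fold change 5.92 ± 0.337 SE, FDR 0.000191), while EXT4 rose from 0.631 ± 0.259 to 23.2 ± 8.12 CPM (5.16 ± 0.384, FDR 0.000349) and WRKY53 from 2.60 ± 1.12 to 62.3 ± 36.1 (4.59 ± 0.511, FDR 0.00158). Those named as lower were EXO (AT4G08950, of the phosphate-responsive family), CYP81D11 (AT3G28740), AGP7 (AT5G65390, an arabinogalactan protein) and PYK10 (AT3G09260, a beta-glucosidase). EXO went from 458 ± 106 CPM in axenic plants to 6.81 ± 2.81 (-6.07 ± 0.361, FDR 0.000217), and AGP7 from 31.1 ± 10.4 to 1.19 ± 0.756 (-4.68 ± 0.470, FDR 0.00105). CYP81D11 and PYK10 had log2 fold changes of -5.00 and -4.66, with FDR 0.00968 and 0.00193. These 8 genes were called under every alternative run for single genes.

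SynCom-mfec was compared with the axenic condition in the same way. Of 19742 genes, 1061 were called, 743 higher and 318 lower with SynCom-mfec. At an unadjusted p under 0.05 there were 4769 genes, against about 987 by chance. The share of higher among called genes was 70.0%, and with library size only it was 79.8% of 1262 genes. DESeq2 called 1793 genes and limma-voom 1061. Without SynCom-mfec replicate 2 the share was 57.2%, with 1165 genes higher and 870 lower. Single libraries moved the count in both directions: it was 342 without axenic replicate 3, 388 without axenic replicate 2, 544 without SynCom-mfec replicate 1 and 2035 without SynCom-mfec replicate 2. The genes named by the rule as higher all had 0 counts in the axenic libraries. They were PR1, AZI3 (at least 3877-fold), AT2G45220 (a pectin methylesterase inhibitor family gene, at least 1417-fold, 25.4 ± 19.5 CPM) and AT4G12500 (a lipid-transfer family gene beside AZI3, at least 806-fold, 15.6 ± 4.52 CPM). These bounds were 1.64 and 1.53 times lower without axenic replicates 2 and 3, that of AT2G45220 was 859-fold without SynCom-mfec replicate 1 and that of PR1 2364-fold without SynCom-mfec replicate 3. Those named as lower were AGP7 (log2 fold change -4.68 ± 0.345 SE, FDR 0.00181), CYP81D11 (-4.32 ± 0.630, FDR 0.0111), COR15A (AT2G42540, a cold-regulated gene, -4.26 ± 0.375, FDR 0.00244) and MBP1 (AT1G52040, a myrosinase-binding protein gene with a close relative, MBP2, -4.11 ± 0.888, FDR 0.0381). AZI3, AT4G12500, AGP7 and COR15A were called under every alternative run for single genes. AT2G45220 (FDR 0.0169) lost its call without axenic replicate 2 (0.0537) or 3 (0.0557), and CYP81D11 without SynCom-mfec replicate 1 (0.0528) or axenic replicate 3 (0.0509). MBP1 lost its call when any library but SynCom-mfec replicate 3 was left out, with FDR values between 0.0512 without SynCom-mfec replicate 2 and 0.124 without axenic replicate 2, and at 0.0680, 0.0874 and 0.101 without axenic replicate 3, SynCom-mfec replicate 1 and axenic replicate 1.

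Both SynComs changed many of the same genes relative to axenic plants. Of 19304 genes tested in both comparisons, 557 were called in the same direction in both, 331 higher and 226 lower, and 0 in opposite directions. These comparisons share the axenic libraries. In 20 simulations of unchanged groups against the same controls the median number of shared calls was 0 and the highest 0. The Pearson correlation of the log2 fold changes across genes, which are not independent replicates, was 0.746, against 0.338 (0.317 to 0.358) in the simulations. Same-numbered SynCom libraries were not correlated in these simulations, so the simulated values may be too low. DESeq2 gave 844 shared calls. The count fell to 247 without axenic replicate 2 and to 241 without axenic replicate 3. Genes called with one SynCom and not with the other were not tested for a difference by this count.

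The pathway lists were tested to see which processes differ between the treatments. By camera, 12 of the 36 tests passed an FDR of 0.05. Between the SynComs, tryptophan-derived defence metabolism (median log2 fold change 0.89, 15 of 15 genes higher with SynCom-mfec, FDR 3.9e-09), aliphatic glucosinolate biosynthesis (0.86, 18 of 20 higher, FDR 6.0e-06), salicylic acid and systemic resistance (0.86, 18 of 21 higher, FDR 2.7e-05) and senescence (0.75, 10 of 12 higher, FDR 0.00157) were higher. Photosynthesis was lower (-0.41, 19 of 21 lower, FDR 0.00421). For SynCom-mfec against axenic the same 5 lists passed in the same directions, with medians of 0.91, 1.03, 1.27, 0.67 and -0.51 and FDR values of 3.3e-09, 1.3e-06, 2.8e-10, 0.0115 and 0.000322. For SynCom-Col-0 against axenic, salicylic acid and systemic resistance was higher (0.44, FDR 0.00741) and abscisic acid and dehydration was lower (-0.59, 16 of 22 lower, FDR 0.00623). Photosynthesis between the SynComs passed neither without SynCom-mfec replicate 1 (FDR 0.0532) nor without replicate 3 (0.0892), and senescence for SynCom-mfec against axenic did not pass without SynCom-mfec replicate 1 (0.0953) or with library size only (0.0544). In the senescence list, SAG12 had 0 counts in every library and so was not tested. Of the 12 senescence genes tested between the SynComs, edgeR called 0 over all genes.

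Only 3 of the 12 list results held under fry: tryptophan-derived defence metabolism between the SynComs (FDR 0.0422) and for SynCom-mfec against axenic (0.0129), and salicylic acid and systemic resistance for SynCom-mfec against axenic (0.0129). With an estimated correlation, 0 of the 12 held. When the samples of a comparison were regrouped, camera passed at least as many lists as in the real grouping in 3 of 10 splits between the SynComs, 9 of 10 for SynCom-Col-0 against axenic and 5 of 10 for SynCom-mfec against axenic, the real grouping included. Of the 4 splits between the SynComs that part every same-numbered pair, 1, the real one, passed as many. With the replicate block 14 of the 36 tests passed. The 2 gained were against axenic, where the numbers do not pair: photosynthesis with SynCom-Col-0 (FDR 0.0496) and jasmonate response with SynCom-mfec (0.0493). Of the other lists, the smallest FDR over the 3 comparisons was 0.144 for PTI components, 0.110 for jasmonate response, 0.159 for the circadian clock, 0.453 for phosphate starvation, 0.453 for nitrate response and 0.417 for flowering. PTI components passed as higher with SynCom-mfec between the SynComs without SynCom-Col-0 replicate 3 (FDR 0.00902) and without SynCom-mfec replicate 3 (0.0374). Jasmonate response passed as higher with SynCom-mfec than in axenic plants without SynCom-mfec replicate 1 (0.00647), SynCom-mfec replicate 2 (0.0235) or axenic replicate 3 (0.0216), but as lower with SynCom-mfec than with SynCom-Col-0 without SynCom-mfec replicate 3 (0.0242). Abscisic acid and dehydration passed as higher with SynCom-mfec than with SynCom-Col-0 without SynCom-mfec replicate 2 (0.0328), but as lower with SynCom-mfec than in axenic plants with library size only (0.0223), without SynCom-mfec replicate 3 (0.0145) or without axenic replicate 3 (0.0216). For SynCom-Col-0 against axenic, tryptophan-derived defence metabolism passed as higher without SynCom-Col-0 replicate 1 (0.0289) or 2 (0.0277), aliphatic glucosinolate biosynthesis as higher without axenic replicate 1 (0.00380) or 2 (0.0454), and photosynthesis as lower without SynCom-Col-0 replicate 3 (0.0134) or axenic replicate 2 (0.0327). Median, mean and test differed in sign for phosphate starvation in SynCom-Col-0 against axenic (median -0.03, mean 0.10, test up) and for nitrate response between the SynComs (-0.05, 0.26, down) and in SynCom-mfec against axenic (-0.15, 0.01, down).

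**Figure D4:**
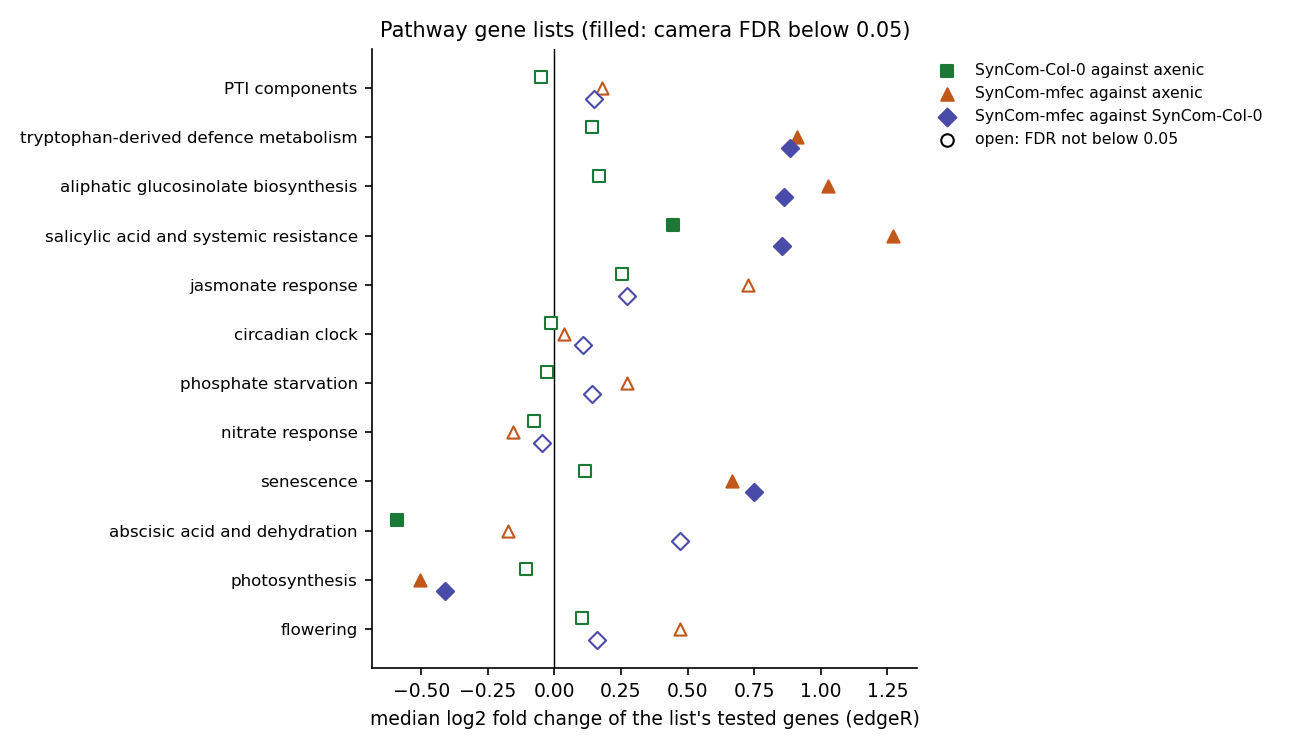
Median log2 fold change of the tested genes of 12 pathway lists in the 3 comparisons; filled symbols passed an FDR of 0.05 by camera over 36 tests and open symbols did not. The lists of tryptophan-derived, aliphatic glucosinolate and salicylic acid genes lie between 0.86 and 1.27 for SynCom-mfec in both of its comparisons.

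Within the lists, single genes moved against their list or apart between the SynComs. Among these 3 groups, FLS2 (AT5G46330), which encodes the receptor for bacterial flagellin, was highest in axenic plants, at 30.9 ± 1.26 CPM. It was at 13.1 ± 4.03 CPM with SynCom-Col-0 and 14.8 ± 5.61 with SynCom-mfec (SD, n = 3). The study reported the opposite direction by RT-qPCR, with lower FLS2 expression in axenic leaves than in leaves of plants with a soil community. In these libraries FLS2 was called lower with SynCom-Col-0 (log2 fold change -1.25 ± 0.215 SE, edgeR FDR 0.00901). With SynCom-mfec its log2 fold change of -1.08 ± 0.281 was not called over all genes (FDR 0.0649), although it was by DESeq2 (adjusted p 0.00445) and without SynCom-mfec replicate 2 (FDR 0.0471). MAM3 (AT5G23020), an aliphatic glucosinolate gene, was at 53.1 ± 22.7 CPM in axenic plants and at 2.43 ± 2.77 with SynCom-Col-0, where it was called lower (-4.48 ± 0.752, FDR 0.00823). With SynCom-mfec it was at 49.8 ± 37.8 CPM, with 76.5 and 66.5 in replicates 1 and 3 and 6.61 in replicate 2, and its difference from SynCom-Col-0 was not called by edgeR (FDR 0.211) except without replicate 2 (0.0292), and was called by DESeq2 (adjusted p 0.0136). In the abscisic acid and dehydration list, 10 genes were called lower with SynCom-Col-0 than in axenic plants. Among them was COR15B (AT2G42530), at 79.9 ± 12.9 CPM in axenic plants, 9.29 ± 4.52 with SynCom-Col-0 and 5.45 ± 4.22 with SynCom-mfec.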

Values the study reported

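The study described SynCom-Col-0 as a community of 48 members and SynCom-mfec as one of 52 members. Comparing plants colonised by these communities, it reported 774 differentially expressed genes at an absolute log2 fold change above 1 and an FDR under 0.05. Of these, 609 were reported as higher with SynCom-mfec than with SynCom-Col-0.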

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

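The likelihood ratio test, the sample quality weights, the removal of 18S rRNA genes or of GC and length trends, the thinning, each of these last 3 combined with the replicate block, and the block for the pathway lists were tests chosen only after the results were seen.

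The count of 0 genes between the SynComs, by the quasi-likelihood test of edgeR with 3399 genes at an unadjusted p under 0.05, stayed at 0 with limma-voom, RLE scaling, library size only, the stricter filter, organelle or 18S rRNA genes left out, GC and length trends removed, thinning, and the other FDR thresholds. It became 636 with DESeq2, 590 with the likelihood ratio test, 16 with all 9 libraries in one fit, 9 with no filter on low counts and 5 with voom and sample quality weights. The replicate block gave 3, and 2, 4 and 3 when combined with removal of GC and length trends, with thinning and with 18S rRNA genes left out. The block with trends removed called HRS1 and AT1G14250, thinning with the block added AT1G26410 to the block's own genes, and quality weights gave IGMT2, AT1G65484, CYP71A12, PIRL2 and AT4G20000. All of these but HRS1 and CYP71A12 were named after their values were seen. Leaving out single libraries gave 0 to 1259, with 1259 only without SynCom-mfec replicate 2. The fit of all libraries shares the dispersion with the less variable axenic group, and the likelihood ratio test makes no allowance for uncertain dispersions. For the other settings the cause was not tested.

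For SynCom-Col-0 against axenic, 1290 genes by edgeR became 3243 with no minimum fold change and 732 at an FDR of 0.01, as a looser and a stricter threshold must move it. The other alternatives gave 909 to 1568. For SynCom-mfec against axenic, 1061 genes became 1793 with DESeq2, 1689 with the likelihood ratio test and 345 at an FDR of 0.01. The replicate block gave 565, although the numbers do not pair these groups. The block takes up degrees of freedom, but whether that lowered the count was not tested. Leaving out single libraries gave 342 without axenic replicate 3, 388 without axenic replicate 2, 544 without SynCom-mfec replicate 1 and up to 2035 without SynCom-mfec replicate 2. The cause was not tested. More genes were higher than lower under every one of these alternatives, whereas for SynCom-Col-0 against axenic the share higher ran from 36.6% to 53.1%.

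The calls shared by both SynComs against axenic, 557 by edgeR, became 844 with DESeq2 and 241 to 498 when an axenic library was left out (241 without replicate 3, 247 without replicate 2). The cause was not tested. The list of 15 axenic-depleted genes passed in all comparisons under every alternative run, with the highest p of 0.0486 between the SynComs under an estimated correlation. Of the pathway lists, 12 tests passed by camera, 3 by fry and 0 with the estimated correlation. The last of these estimates a correlation per list where camera presets it at 0.01, so a coordinated list loses weight by construction. With single libraries left out 11 to 14 passed, with the replicate block 14 and with library size only 12.

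Among single genes, 105 of 125 results by DESeq2 kept their direction and their side of the threshold and 20 gained a call. With library size only 124 of 126 kept it, with 1 gained and 1 lost. With the replicate block 120 of 126 kept it, with 1 gained and 5 lost. Over all libraries left out in turn, 682 of 756 kept it, with 21 gained and 53 lost. No direction was reversed for a gene that was called.

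Depth limits the genes with few axenic counts. PR1 had 103 counts over the SynCom-Col-0 group and 0 over the axenic group and was left out by the filter of edgeR there. Thinning to the smallest total moved the counts of called genes little, to 1236 for SynCom-Col-0 and 1050 for SynCom-mfec against axenic.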

Other observations

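The tests of harvest time, of a preparation or sequencing batch, of a swapped or wrong label, of the 18S rRNA share, of its effect on the calls and on a library's place, and of the further change taken separately for higher and lower genes were chosen only after the result was seen, and so were the settings for GC and length trends, depth and the likelihood ratio test.

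By the quasi-likelihood test of edgeR, 0 genes were called between the SynComs, with 3399 at an unadjusted p under 0.05 and 636 called by DESeq2. The study's count, made with DESeq2, was higher than the count by edgeR and also higher than the 636 by DESeq2 here. The cause of the difference between the DESeq2 counts was not tested.

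The likelihood ratio test of edgeR, which lacks the quasi-likelihood test's allowance for the uncertainty of each gene's dispersion, called 590 genes between the SynComs, and 535 of these were among the 636 of DESeq2. A candidate explanation for the gap between the tools is therefore that allowance. False calls from the unequal spread of the groups were weighed with 10 simulations of equal means and each group's own dispersions. These gave a median of 21.5 DESeq2 calls (11 to 31), against a median of 0 and at most 3 by the quasi-likelihood test. Simulated genes vary independently, whereas real genes of a varying plant move together, so a larger number of false calls stays open. The 6 libraries can be split into groups of 3 in 10 ways. Chance cannot be excluded at that number, since the real split alone is 1 of 10. DESeq2 called as many genes in 1 of the 10 splits, the real one. Among the 4 splits that part every same-numbered pair, the real one gave 636 and the others at most 2. The splits outside these 4 keep same-numbered libraries together and gave up to 300, the most where SynCom-mfec replicate 2 was grouped with SynCom-Col-0 replicates 2 and 3 against the rest, which goes with the place of that library near SynCom-Col-0. With edgeR, all 10 splits gave as many as the real one, that is 0, against 3 genes with the replicate block.

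For the other results the number of splits as large as the real one, of 10 each, was as follows. For the count of genes by edgeR it was 1 for SynCom-Col-0 and 1 for SynCom-mfec against axenic. For the p of the 15 axenic-depleted genes it was 1 in each of the 3 comparisons. In the regrouped splits, however, the camera p of this list was 7.4e-05 to 0.726 between the SynComs. It was 3.0e-06 to 0.247 for SynCom-Col-0 and 0.000389 to 0.0467 for SynCom-mfec against axenic. A small camera p for this list thus does not by itself set the real grouping apart. None of these excludes chance at this number of splits. For the number of pathway lists past the threshold it was 3 between the SynComs, 9 for SynCom-Col-0 against axenic and 5 for SynCom-mfec against axenic, so against axenic camera passed as many lists in regrouped samples, and the number of lists there carries no evidence of a treatment effect. Between the SynComs, the splits that match the real one keep same-numbered libraries together. Of the 4 that part every pair, 1, the real one, passed as many, which is too few to exclude chance. With the replicate block 14 tests passed over all comparisons, and the 2 gained were against axenic, where the numbers do not pair. For the calls shared by both SynComs, 1 of 100 drawn assignments, the real one, gave as many, and the highest other gave 383, so chance assignment is excluded at that share.

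The many calls against the axenic group were weighed against technical causes. With GC and length trends removed edgeR called 1273 genes for SynCom-Col-0 and 1074 for SynCom-mfec, and after thinning to the smallest total 1236 and 1050. These values argue against either as the main cause, since the counts were 1290 and 1061. The 18S rRNA share moves all other genes of a library by a common factor, which differed between libraries by at most 0.14 and 0.11 on the log2 scale. Of the called genes, 1099 and 987 passed the fold threshold by more than that. TMM already removes a common factor, so this outcome was largely set beforehand. It also leaves open a difference in preparation that the 18S rRNA share may reflect. Harvest at another time of day would move the clock genes. Of 13 tested, 0 were called in either comparison by edgeR and 0 by DESeq2, with 3 and 1 at an unadjusted p under 0.05 and a largest absolute log2 fold change of 0.94 and 1.18. For SynCom-mfec that argues against harvest time as the main cause. For SynCom-Col-0 it stays open, because 3 of the clock genes passed the FDR adjusted over the list alone and over all genes and missed a call by their fold change only. These were PRR7, GI and LUX, lower than in axenic plants by log2 fold changes of -0.94, -0.78 and -0.61, so a shift in harvest time and a response of these genes to bacteria cannot be told apart. The axenic libraries came in a table of their own, which leaves open a batch of library preparation or sequencing. Such a batch would move the genes of a list fixed on another experiment both ways, but 15 of 15 axenic-depleted genes were lowest in axenic plants, by medians of 4.68 and 6.10 on the log2 scale, while the means of PP2AA3 were between 45.7 and 47.3 CPM. For this list the values argue against preparation or sequencing as the cause. For the other calls such a batch cannot be told apart from the absence of bacteria, and the same holds for all calls for a batch of growth or a growth container per treatment. A response to bacteria stays among the open explanations.

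SynCom-mfec replicate 2 lay nearer to the SynCom-Col-0 libraries than to its own group. On the axis between the group means, set to 1 at SynCom-Col-0 and 0 at the other SynCom-mfec libraries, it lay at 0.730. Its mean correlation across genes, which are not independent replicates, was 0.978 with the SynCom-Col-0 libraries and 0.956 with its own group. A swap with a SynCom-Col-0 library needs a partner past the midpoint, and 0 of these libraries lay there. A single wrong label was weighed in the overall place and in the list of 15 genes. The distance of replicate 2 from the SynCom-Col-0 mean was 0.270 of the distance between the groups, which is within the 0.346 of SynCom-Col-0 replicate 1, so its overall place alone leaves a wrong label open. In the list, however, its median log2 difference from the SynCom-Col-0 mean was 1.25, with 13 of 15 genes above all 3 SynCom-Col-0 libraries where chance gives 3.75, while the SynCom-Col-0 libraries lay at 0.57, -0.37 and -0.19 from the others of their group. SynCom-Col-0 replicates 1, 2 and 3 had 9, 3 and 3 genes above the others of their group, where chance gives 5. The count of genes is thus weaker evidence than the median. The median argues against a SynCom-Col-0 plant under a wrong label, as far as 3 libraries show how much such plants vary. Its place was 0.729 with GC and length trends removed and 0.730 after thinning, which argues against these causes. If 18S rRNA taking counts drew it towards SynCom-Col-0, its 18S share would lie nearer to theirs, but 0 of the other SynCom-mfec libraries had a share further from SynCom-Col-0. A plant that responded less to SynCom-mfec may explain the place, and whether it carried fewer or other bacteria was not tested, because no bacterial counts were used here.

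The 18S rRNA share was higher in 3 of 3 SynCom-Col-0 libraries than in all 6 others, so this difference does not rest on a single library. Single libraries differed as well. SynCom-mfec replicate 2 was at 2.61%, against 7.61% and 7.62% in replicates 1 and 3. Axenic replicate 3 was at 5.69%, against 9.02% and 9.93% in replicates 1 and 2. Libraries made from mRNA should hold little rRNA, so a difference in preparation between groups may explain the higher share with SynCom-Col-0. This cannot be told apart from the treatment here. The chloroplast 16S and 23S rRNA genes took 3.97 ± 0.910% of the counts with SynCom-Col-0 and 1.97 ± 0.510% with SynCom-mfec (SD, n = 3), and 2.07 to 2.85% over the 3 axenic libraries. If bacterial rRNA reads were counted at these genes in colonised plants, all 6 SynCom libraries would lie above the axenic ones, and 3 did, all of SynCom-Col-0. That argues against bacterial rRNA as a source in both SynComs alike.

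A hypothesis was that SynCom-mfec moves the genes that respond to SynCom-Col-0 further from axenic. Of the 1290 genes called for SynCom-Col-0 against axenic, 36.3% lay further from axenic with SynCom-mfec. Simulations without a difference between the SynComs, which carry the selection of these genes on SynCom-Col-0, gave 41.0% (39.6 to 43.7%). With the deviations of same-numbered SynCom libraries correlated, which was added after the result was seen, they gave 43.3% (40.8 to 45.0%). The correlations reached in these simulations had medians of 0.268, 0.221 and 0.176 for replicates 1, 2 and 3, against 0.339, 0.241 and 0.143 measured. They were thus too weak for replicates 1 and 2 and too strong for replicate 3, and the limits by library are approximate. The share measured for these genes as a whole lay below both sets of simulations, which goes against the hypothesis. Simulated genes vary independently, whereas real genes of a varying plant move together. All the simulated ranges here may therefore be too narrow, and the hypothesis is not excluded. By library, the share was 42.0%, 37.8% and 33.6% in SynCom-mfec replicates 1, 2 and 3, against at least 45.2%, 43.4% and 43.2% in the correlated simulations, although replicate 1 lay within those without correlation (41.5 to 45.7%). Taken apart, 51.2% of the 615 genes called higher were higher still, above the simulations without and with the correlation (at most 41.4% and at most 41.0%). In SynCom-mfec replicate 3 alone the share was 46.3%, within the correlated simulations (42.7 to 48.3%) but above those without correlation (at most 46.0%). In replicates 1 and 2 it was 52.7% and 59.8%, above the correlated simulations of these libraries (at most 51.6% and 48.0%). For the higher genes the hypothesis thus stays open. Of the 675 genes called lower, 22.7% were lower still, below the simulations (at least 40.3% and at least 45.4%). The 15 axenic-depleted genes, which were all highest with SynCom-mfec, may thus stand for a part of the response rather than for the whole of it.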
